# Critical role of SOX2–IGF2 signaling in aggressiveness of bladder cancer

**DOI:** 10.1038/s41598-020-65006-z

**Published:** 2020-05-19

**Authors:** Yu-Fan Chiu, Chia-Chang Wu, Ming-Han Kuo, Chia-Cheng Miao, Ming-Yi Zheng, Pei-Yu Chen, Sheng-Chieh Lin, Junn-Liang Chang, Yuan-Hung Wang, Yu-Ting Chou

**Keywords:** Bladder cancer, Growth factor signalling

## Abstract

Signaling elicited by the stem cell factors SOX2, OCT4, KLF4, and MYC not only mediates reprogramming of differentiated cells to pluripotency but has also been correlated with tumor malignancy. In this study, we found *SOX2* expression signifies poor recurrence-free survival and correlates with advanced pathological grade in bladder cancer. *SOX2* silencing attenuated bladder cancer cell growth, while its expression promoted cancer cell survival and proliferation. Under low-serum stress, *SOX2* expression promoted AKT phosphorylation and bladder cancer cells’ spheroid-forming capability. Furthermore, pharmacological inhibition of AKT phosphorylation, using MK2206, inhibited the *SOX2*-mediated spheroid formation of bladder cancer cells. Gene expression profiling showed that *SOX2* expression, in turn, induced *IGF2* expression, while *SOX2* silencing inhibited *IGF2* expression. Moreover, knocking down *IGF2* and *IGF1R* diminished bladder cancer cell growth. Lastly, pharmacological inhibition of IGF1R, using linsitinib, also inhibited the *SOX2*-mediated spheroid formation of bladder cancer cells under low-serum stress. Our findings indicate the SOX2–IGF2 signaling affects the aggressiveness of bladder cancer cell growth. This signaling could be a promising biomarker and therapeutic target for bladder cancer intervention.

## Introduction

Bladder cancer arises from the urinary bladder’s epithelial lining, called the urothelium, and is one of the most common urinary system malignancies^1^. Most patients are diagnosed with non-invasive bladder cancer, and surgery is the typical treatment option^2^. However, just over half of these patients will experience tumor recurrence^3^. Chemotherapy is the conventional treatment for patients with advanced stage bladder cancer, but few can be cured^4^. Therefore, novel biomarkers for monitoring, and therapeutic targets for targeting, bladder cancer progression are urgently needed.

Transcription factors involved in embryonic stem cell (ESC) and induced pluripotent stem cell (iPSC) signaling, such as SOX2, OCT4, MYC, and KLF4, have been linked to tumor progression in various cancers^5,6^. Among them, SOX2 is essential to self-renewal and differentiation of several adult tissue progenitor cells^7–9^. SOX2 expression has been implicated in human breast and lung cancers^10–12^. Genomic amplification of *SOX2* has been observed in lung squamous cell carcinoma^13^, while genomic amplification of *SOX4*, another SOX family member, has been reported in bladder cancer^14,15^. SOX2 promotes abnormal proliferation of lung cancer cells and controls tumor initiation in skin squamous cell carcinoma^16,17^. Although there is high SOX2 expression in bladder cancer^18^, the oncogenic mechanism underlying SOX2-mediated tumor malignancy remains unclear.

Insulin-like growth factor 2 (IGF2), a mitogenic peptide hormone, is highly expressed during embryonic development^19^, and overexpressed in tumors associated with more aggressive status^20^. Previous studies suggest that IGF2 binds to its receptor, IGF1R, to initiate tumorigenesis of breast and lung cancers^21,22^ and promote progression of endometrial and gastric cancers^23,24^. Loss of imprinting contributes to overexpression of IGF2 in cancers of the prostate and colon and cancers with stem cell-like features^25–28^, while deregulation of IGF2 in cancers is also attributable to abnormal expression of transcription factors^29–31^. Insulin-like growth factor-binding protein 1 (IGFBP1) is a secreted protein serving as a negative regulator that competes with IGF ligands, thus preventing ligand–receptor activation^32–34^. Although IGF2/IGF1R signaling enhances tumor progression in several cancers, it is unclear whether IGF2/IGF1R signaling contributes to bladder cancer progression.

In this study, we found SOX2 is a prognostic marker in bladder cancer patients, signifying poor survival. We also found SOX2 promotes AKT phosphorylation in bladder cancer cells by inducing *IGF2* and *IGF1R* expression and suppressing *IGFBP1*. We further characterized the potential of *IGF1R* signaling as a biomarker and therapeutic target in treating bladder cancer.

## Results

### SOX2 expression is correlated with tumor malignancy in bladder cancer

Because factors in ESC signaling and iPSC reprogramming have been linked to tumor malignancy, we used the Cox’s proportional hazards model to analyze the link between *SOX2*, *KLF4*, *MYC* and *OCT4* expression and recurrence-free survival outcome for bladder cancer patients (Fig. 1a). Both univariate and multivariate regression analyses revealed that only *SOX2* expression correlated with poor recurrence-free survival (Fig. 1a, and Supplementary Table 1). Box-and-whisker plots showed that *SOX2* expression was also associated with advanced tumor grade of bladder cancer (Fig. 1b). Immunohistochemistry was used to verify SOX2 expression in primary bladder tumors, which showed SOX2 expression was high in tumors with “poorly differentiated” malignant grade (Fig. 1c). These data highlight *SOX2*’s potential involvement in bladder cancer tumor malignancy.

**Figure 1:**
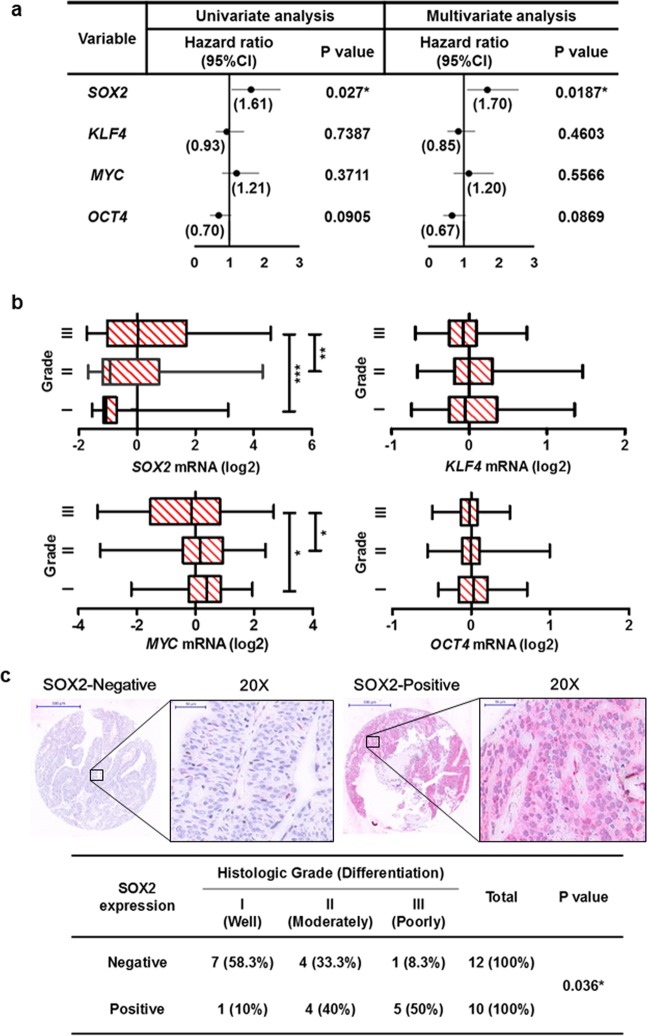
*SOX2* is associated with poor histologic differentiation of bladder cancer. (**a**) Univariate and multivariate analyses for recurrence-free survival based on the expression of stem cell factors *SOX2*, *KLF4*, *MYC*, and *OCT4* in bladder cancer patients from GSE32894 database. *P < 0.05. (**b**) Gene expression analysis to assess *SOX2*, *KLF4*, *MYC*, and *OCT4* levels and their correlation with histologic grade of bladder tumors from GSE32894 database. One Way ANOVA and Tukey’s multiple comparison analysis were used to determine statistical significance: *P < 0.05; **P < 0.01; ***P < 0.001. (**c**) Representative images (upper) of immunohistochemical analysis for SOX2-negative and SOX2-positive staining in bladder transitional cell carcinoma. Scale bars: 500 μm (whole section); 50 μm (inset, 20× magnification). Fisher’s exact test (lower) for association between SOX2 expression and tumor grade in bladder transitional cell carcinoma (n = 22).

### SOX2 regulates the growth of bladder cancer cells

Assessing *SOX2* expression in bladder cancer cell lines showed its expression was considerably lower in T24 cells than in 5637 cells (Supplementary Figure S1). To investigate its role in bladder cancer oncogenesis, *SOX2* was ectopically expressed in T24 cells using the lentiviral transduction system, and its expression was confirmed with immunoblotting and qPCR (Fig. 2a left). Trypan blue cell exclusion and alamarBlue proliferation analysis showed that *SOX2* expression promoted cell proliferation (Fig. 2a right and Supplementary Figure S2a). Because 5637 represents a bladder cancer cell line with high *SOX2* expression, we adopted the lentiviral shRNA system to knock down *SOX2* in 5637 cells to further investigate the effect of eliminating *SOX2* function. qPCR and immunoblotting assays indicated that endogenous *SOX2* mRNA expression was suppressed by sh*SOX2* (Fig. 2b left). The trypan blue cell exclusion test, alamarBlue proliferation assay, and cell cycle analysis revealed that silencing *SOX2* in 5637 cells inhibited cell proliferation due to S-phase arrest during cell cycle progression (Fig. 2b right and Supplementary Fig. S2b,c). In addition, clonogenic assays showed *SOX2’s* ectopic expression increased T24 cells’ colony-forming capability, whereas knockdown of *SOX2* in 5637 cells weakened colony formation. (Fig. 2c). This suggests *SOX2* expression promotes bladder cancer cell growth.

**Figure 2:**
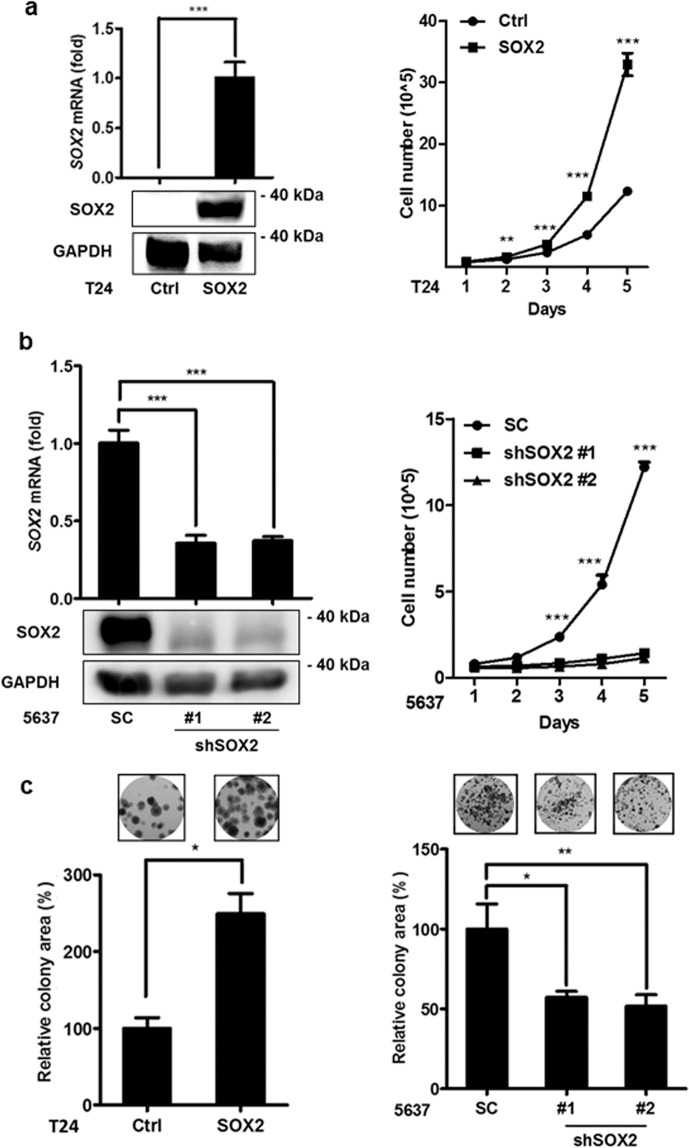
SOX2 mediates growth of bladder cancer cells. (**a**) qPCR (upper left) and immunoblotting (lower left) analysis to assess *SOX2* mRNA and protein expression, respectively, in T24 cells transduced with the lentiviral vector encoding *SOX2* cDNA (SOX2) or empty control vector (Ctrl). Trypan blue cell exclusion analysis of T24 cells transduced with the lentiviral vector encoding *SOX2* cDNA (SOX2) or empty control vector (Ctrl) for the indicated days. Results are the average of three replicates and expressed as the mean ± S.D. **P < *0.01*, ***P < *0.001*. (**b**) qPCR (upper left) and immunoblotting (lower left) analysis of *SOX2* expression in 5637 cells transduced with the lentiviral vector encoding shRNA against *SOX2* (shSOX2) or scrambled control vector (SC). Trypan blue cell exclusion analysis of 5637 cells transduced with the lentiviral vector encoding shSOX2 or scrambled control vector (SC) for the indicated days. Results are the average of three replicates and expressed as the mean ± S.D. The #1 and #2 indicate the two distinct shRNAs that target different regions within *SOX2*. ***P < *0.001*. (**c**) Clonogenic analysis (left) to assess the *SOX2* expression effect on the colony-forming ability in T24 cells transduced with the lentiviral vector encoding *SOX2* cDNA (SOX2) or empty control vector (Ctrl). Clonogenic analysis (right) to assess the *SOX2* knockdown effect on the colony-forming ability in 5637 cells transduced with the lentiviral vector encoding shSOX2 or scrambled control vector (SC). Colonies were subjected to crystal violet staining and quantified by ImageJ analysis. Results are the average of three replicates and expressed as the mean ± S.D. *P < 0.05, **P < 0.01.

### SOX2 promotes the survival of bladder cancer cells by activating AKT signaling

To test whether *SOX2* plays a role in cell survival, we assessed *SOX2* expression in T24 cells under a low-serum stress. Clonogenic analysis showed that *SOX2* expression promoted T24 cell growth under a low-serum (1% FBS) condition (Fig. 3a). We further validated the effect of *SOX2* expression on T24 cell-spheroid formation under low-serum stress. The T24 cells formed spheroids in a 3D culture system under the normal-serum (10% FBS) condition, wherein *SOX2* expression did not affect spheroid formation (Fig. 3b). By contrast, long-term culturing of T24 spheroids under low-serum condition (1% FBS) attenuated the size of the spheroids; however, *SOX2* expression sustained the T24 spheroid-forming capability under the low-serum condition, indicating *SOX2* is involved in bladder cancer cell survival (Fig. 3b). In addition, the cell cycle analysis revealed that *SOX2* expression sustained the S-phase in T24 cells under the low-serum condition (Fig. 3c and Supplementary Figure S2c bottom left). These findings suggest that *SOX2* expression helps bladder cancer cells overcome low-serum stress.

**Figure 3:**
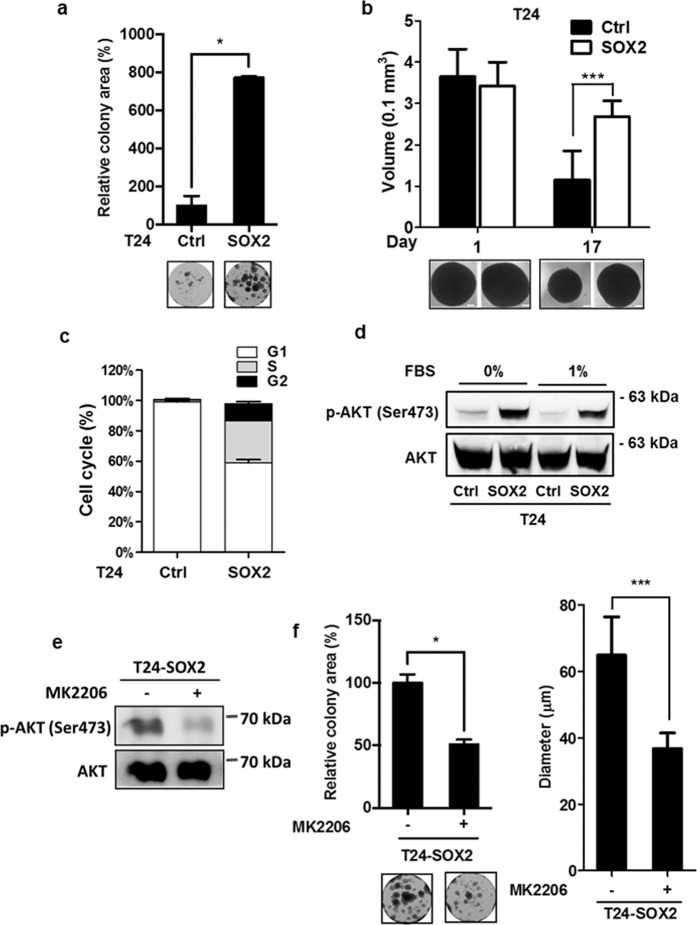
SOX2 enhances bladder cancer cell survival via activation of AKT signaling. (**a**) Clonogenic analysis to assess the serum starvation effect on T24 cells transduced with the lentiviral vector encoding *SOX2* cDNA (SOX2) or empty control vector (Ctrl) for 14 days. Colonies were cultured under low-serum (1% FBS) condition and subjected to crystal violet staining, followed by quantification of ImageJ analysis. Representative plates were photographed (bottom). Results are the average of three replicates and expressed as the mean ± S.D. *P < 0.05. (**b**) Spheroid formation analysis to assess low-serum spheroid forming ability of T24 cells transduced with the lentiviral vector encoding *SOX2* cDNA (SOX2) or empty control vector (Ctrl). *SOX2*-expressing (SOX2) or control (Ctrl) T24 cells were cultured under the low-attached culture condition in normal-serum medium (10% FBS) for 7 days and subjected to low-serum medium (1% FBS) for another 17 days. Photos are representative images of the spheroids at day 1 and day 17 under low-serum condition (bottom). Results are the average of three independent experiments and expressed as the mean ± S.D. ***P < 0.001. (**c**) Flow cytometry analysis to assess cell-cycle distribution under low-serum condition in *SOX2*-expressing (SOX2) or control (Ctrl) T24 cells. The transduced cells were cultured under low-serum (1% FBS) condition for 48 hr and subjected to cell-cycle analysis. (**d**) Immunoblotting analysis to assess the expression of phosphorylated AKT at Ser473 and total AKT in *SOX2*-expressing (SOX2) or control (Ctrl) T24 cells under serum-free or low-serum condition (1% FBS) for 48 hr. (**e**) Immunoblotting analysis to assess the expression of phosphorylated AKT at Ser473 and total AKT expression in *SOX2*-expressing T24 cells under low-serum condition (1% FBS) in the presence or absence of MK2206 (1 μM) for 48 hr. (**f**) Clonogenic assay (left) and 3D colony-forming analysis (right) of *SOX2*-expressing T24 cells under low-serum condition (1% FBS) in the presence or absence of MK2206 (1 μM) for 14 days. Colonies were quantified by ImageJ analysis. Results are the average of three independent experiments and expressed as the mean ± S.D. *P < 0.05, ***P < 0.001.

Because AKT signaling contributes to cell survival, we examined *SOX2*’s effect on AKT (Ser473) phosphorylation. Immunoblotting analysis revealed that SOX2 expression in T24 cells sustained AKT phosphorylation under serum-free and low-serum (1% FBS) conditions (Fig. 3d). Moreover, knockdown of SOX2 decreased AKT phosphorylation in 5637 cells (Supplementary Figure S3a). To further verify whether AKT activation mediates *SOX2*-induced bladder cancer survival, we pharmacologically inhibited AKT activation with MK2206. MK2206 treatment reduced the AKT phosphorylation in 5637 cells as well as in *SOX2*-expressing T24 cells (Fig. 3e, Supplementary Figure S3b). Clonogenic and 3D colony-forming assays revealed MK2206 also reduced the colony numbers and sizes with respect to the *SOX2*-expressing T24 cells (Fig. 3f). These results highlight *SOX2*’s activation of AKT signaling to boost bladder cancer cell survival.

### IGF2 expression is regulated by SOX2 under an epigenetic control

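T24 is an established cell line from a human urinary bladder carcinoma. Total RNA of T24 cells transduced with the lentiviral vector encoding *SOX2* (SOX2) or with the control vector (Ctrl) was amplified, labelled with Cy5 and hybridised to 1-colour oligonucleotide arrays, with 1 sample per condition. The authors' deposited values are linear Cy5 intensities of 31741 probes. How they were corrected for background and scaled is not given in the sources used here. The median intensity was 225 in the Ctrl sample and 168 in the SOX2 sample, and 48 and 52 probes lay below 0. The only probe annotated to *SOX2* alone read 20.2 in the Ctrl sample and 12.5 in the SOX2 sample, percentiles 8.27 and 6.69 of the probes of each sample. At this level it does not check the labels, and the samples are named by their labels throughout. The qPCR and immunoblotting of the paper (Fig. 2a) showed *SOX2* in the transduced T24 cells.

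Intensities were analysed as log2(intensity + 1), with values below 0 set to 0. Of the probes, 24740 were annotated to 1 gene symbol, 977 to several and 6024 to none. Probes with 1 symbol were averaged into 18336 genes, of which 10192 reached the 50th percentile of all probes in the sample where they were higher. The difference between the median log2 intensities of all probes in the samples, SOX2 minus Ctrl, was -0.42, which is a level of 74.8% of Ctrl. Changes are therefore given relative to this shift. Relative to it, 148 genes were at least 2-fold higher and 103 at least 2-fold lower in the sample labelled SOX2, and as deposited the numbers were 28 and 801. Nearly every deposited value below 1000 equals the mean of 2 readings, each a whole number times a factor of its own, and the readings were recovered for 99.9% of these values in each sample. Their scatter gives a technical SD of the log2 difference (from the median absolute deviation) of 0.26 at intensities of 25 to 50 and 0.16 at 500 to 1000. The readings are not replicates, and no difference between the conditions has a replicate check or a p-value.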

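In the sample labelled SOX2, relative to the shift of all probes, the probes of *IGF2* were higher, 7 of 21 NF-kB targets and cytokines were at least 2-fold higher, and 6 of 27 interferon-stimulated genes were at least 2-fold lower. The mean intensity of the 3 probes annotated to both *IGF2*, a growth factor that signals through *IGF1R*, and the readthrough gene *INS-IGF2* was 1832 in the Ctrl sample and 5667 in the SOX2 sample. This is 4.06-fold higher relative to the shift (log2 difference 2.02, SD 0.05 over the 3 probes) and 3.04-fold as deposited. These probes do not tell the transcripts of the 2 genes apart. Of 10192 genes, 8 had a larger increase.

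*RCAN2*, a regulator of calcineurin, was 21.3-fold higher, with readings of 929 and 807 in the SOX2 sample against 53.4 and 53.6 in the Ctrl sample. *PTHLH*, which encodes parathyroid hormone-related protein, was 7.26-fold higher over 2 probes, which were 4.19-fold and 12.6-fold higher. *DMBT1*, which encodes a mucosal scavenger receptor, was 7.35-fold higher. The chemokine genes *CXCL6* and *CXCL2* were 4.92-fold and 4.22-fold higher, and *PTGS2*, the inducible cyclooxygenase, was 4.23-fold higher. For *PTHLH*, *DMBT1*, *CXCL2* and *PTGS2* the SOX2 values lay above 1000, so no SOX2 readings were recovered to check them. *DET1* read 473 in the SOX2 sample and is listed below 0 in the Ctrl sample, and the 7.74-fold higher *ZNF564* rests on 1 of 2 readings, 1142 against 81.6. The retinoic acid receptor *RARB* and the potassium channel *KCNN4* were each 3.71-fold higher, followed by the cytokine *LTB* at 3.55-fold and the phospholipase *PLA2G4A* at 3.31-fold.

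Among the largest decreases, *RELN*, which encodes an extracellular matrix glycoprotein, was 10.5-fold lower and *RPL3L* 10.2-fold lower. *SERPINB2*, an inhibitor of plasminogen activators, was 7.63-fold lower over 2 probes. The protease *BACE2* was 6.46-fold lower, the laminin chain *LAMA1* 5.85-fold, the guidance receptor *ROBO1* 5.14-fold and the aldo-keto reductase *AKR1C1* 4.64-fold. For *RELN*, *RPL3L*, *AKR1C1* and 1 of 2 *SERPINB2* probes the Ctrl values lay above 1000, so no Ctrl readings were recovered to check them. *SH2D3A* and *IFNA4* also stood among the lowest, but each rests on 1 of 2 Ctrl readings, 1021 against -1.78 and 712 against 11.6. *KCP* and *ELL* each rest on 1 of 2 probes, and the other probe was 1.25-fold lower for *KCP* and 1.02-fold higher for *ELL* (a log2 difference of -0.40 as deposited). The low *ELL* probe had readings of 35.8 and -71.3 in the SOX2 sample.

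Of 21 NF-kB targets and cytokines above the level limit, 7 were at least 2-fold higher and none was 2-fold lower, with a median of 1.42-fold. They were *CXCL6*, *PTGS2*, *CXCL2*, *CCL2* (3.23-fold), *CCL20*, *LIF* and *CXCL1*. As deposited 5 were at least 2-fold higher and 2, *CXCL5* and *CCL5*, at least 2-fold lower. The median of this group lay above those of all 10000 random lists matched on level. Of 27 interferon-stimulated genes, 6 were at least 2-fold lower and none was 2-fold higher, with a median 1.34-fold lower and below those of all 10000 random lists. *OASL* was 6.17-fold lower, *IFIT2* 3.46-fold, *IFIT3* 2.67-fold and *ISG15* 2.36-fold, and *IFIT1* and *IRF7* were the others. For *OASL*, *IFIT3* and *ISG15* the Ctrl values lay above 1000, so no Ctrl readings were recovered to check them. As deposited 10 of the 27 were at least 2-fold lower and 0 at least 2-fold higher. Of 19 ETS and MAPK feedback genes, the transcription factor genes *FOSB* and *FOS* (2.51-fold and 2.19-fold) and the signalling inhibitor *SPRY2* (2.14-fold) were at least 2-fold higher (0 as deposited), and the group median lay at percentile 99.99 of random lists. Among 19 genes of cholesterol and fatty acid synthesis, *HMGCS1* (2.84-fold) and *INSIG1* (2.58-fold) were at least 2-fold higher (1 as deposited, *HMGCS1*), and the median lay at percentile 99.86. These percentiles describe the 2 samples only. Among 36 groups examined 8 had a median in the lowest or highest 2.5% of random lists, where 1.8 are expected for groups of genes drawn at random. Some groups share genes, and genes of 1 group can vary together between any 2 samples, so these numbers do not measure an excess over chance.

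**Figure D1:**
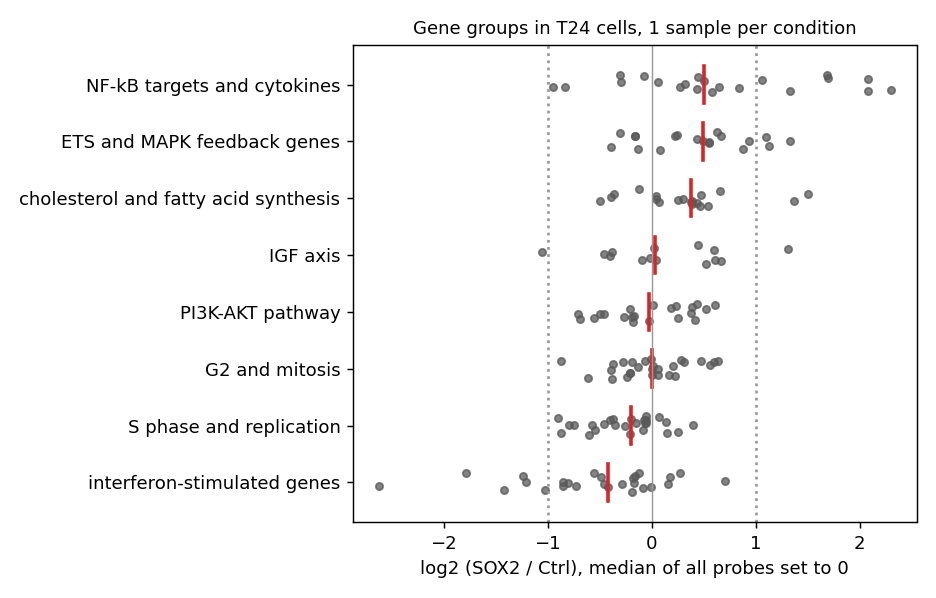
Log2 difference between the sample labelled SOX2 and the sample labelled Ctrl for 8 gene groups in T24 cells, with the difference between the sample medians of all probes set to 0 on the horizontal axis. Each gray point is 1 gene above the level limit, red lines are group medians and dotted lines mark 2-fold. The median of the NF-kB targets and cytokines lies at 0.50 and that of the interferon-stimulated genes at -0.42. Medians of the IGF axis and the PI3K-AKT pathway lie near 0. The IGF axis is plotted without *IGF2*, whose probes carry a second gene symbol, and without *IGFBP1*, which lay under the level limit.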

To identify the genes responsible for *SOX2*-mediated bladder cancer cell survival, gene expression profiling analysis was performed using the *SOX2*-expressing T24 cells and control T24 cells, and the result was uploaded as GSE145826. qPCR analysis confirmed *IGF2* levels were considerably higher in *SOX2*-expressing T24 than in control T24 cells (Fig. 4a). Similarly, SOX2-high 5637 cells exhibited higher *IGF2* level than SOX2-low T24 cells, while *SOX2* silencing in 5637 cells inhibited *IGF2* expression (Fig. 4b). Because SOX2 and IGF2 expression has been linked to embryonic development, we examined *SOX2* and *IGF2* expression in ESC and fibroblasts. RNA-seq and qPCR assays showed that both *SOX2* and *IGF2* levels were downregulated in the differentiated fibroblasts compared to ESC (Fig. 4c and Supplementary Figure S4). Since SOX2 mediates stem cell differentiation and iPSC reprogramming mainly via epigenetic regulation, whereby H3K4me3 marks sites with active gene expression^35,36^, we examined whether H3K4me3 signal on the *IGF2* locus is affected by SOX2 expression in bladder cancer cells. ChIP-seq analysis showed a strong H3K4me3 signal on the *IGF2* locus in ESC but not in fibroblasts (Supplementary Figure S5). ChIP-qPCR analysis revealed the H3K4me3 signal on the *IGF2* locus increased because of *SOX2* expression in T24 cells and decreased on account of SOX2 knockdown in 5637 cells (Fig. 4d). We also found *IGFBP1* expression decreased because of *SOX2* expression in T24 cells and increased on account of SOX2 knockdown in 5637 cells (Fig. 4e). These results indicate *SOX2* expression regulates *IGF2* signaling.

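*IGFBP1*, a secreted protein that binds insulin-like growth factors, was 4.19-fold lower in the sample labelled SOX2 relative to the shift of all probes. Its intensity was 195 in the Ctrl sample, from readings of 199 and 191, and 34.0 in the SOX2 sample, from readings of 31.9 and 36.2. The Ctrl value lay at percentile 47.2 of the probes, under the level limit used for counts of genes. *IGFBP3*, which also binds these growth factors, was 2.08-fold lower, with both of its probes lower. *IGFBP4* was 2.48-fold higher, and *IGFBP7* and the RNA-binding protein gene *IGF2BP3* were 1.58-fold and 1.53-fold higher.

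*IGF1R*, the receptor, had a mean intensity of 3575 in the Ctrl sample and 2143 in the SOX2 sample over 2 probes, a log2 difference of -0.41 relative to the shift, and both probes were lower. *IGF1* was also lower on both probes, with a log2 difference of -0.39. Of 14 genes of the IGF axis above the level limit, 1 was at least 2-fold higher (*IGFBP4*), 1 was at least 2-fold lower (*IGFBP3*) and 12 were within 2-fold, whereas as deposited *IGFBP3* was 2-fold lower and 13 were within 2-fold, and the group median lay at percentile 54.8 of random lists. The group as counted does not hold *IGF2*, because its probes carry a second gene symbol, or *IGFBP1*, which lay under the level limit. None of 21 genes of the PI3K-AKT pathway above the level limit differed by 2-fold relative to the shift, and their median lay at percentile 37.8. As deposited 2 of them, *TSC1* and *RPTOR*, were at least 2-fold lower (log2 differences of -1.13 and -1.11). Relative to the shift *TSC1*, a brake on mTOR signalling, was 1.63-fold lower, the mTORC1 component *RPTOR* 1.62-fold lower and the mTORC2 component *RICTOR* 1.52-fold higher. *AKT1* had a log2 difference of -0.56, lower on both probes. The probes of *AKT2* did not run the same way, and their mean difference was 0.13 relative to the shift and -0.28 as deposited. Phosphorylation of AKT is not measured by these arrays.

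The technical SD of a log2 difference at the level of the lower-intensity *IGF1R* probe was 0.18, and none of these differences has a replicate check. The log2 differences of all probes at that level (intensities of 200 to 500) had a wider SD of 0.45. *IGF1R* ranked 1654 from the lowest of 10192 genes, so a difference of its size was common between the samples. The qPCR of the paper (Fig. 4a,e) ran the same way as the arrays for *IGF2* and *IGFBP1*, which does not settle the labels of the 2 samples. From higher *IGF2*, a stronger H3K4me3 signal at its locus and lower *IGFBP1* in SOX2-expressing cells, with the opposite in SOX2-silenced cells, the paper concludes that *SOX2* regulates *IGF2* signaling.

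**Figure D2:**
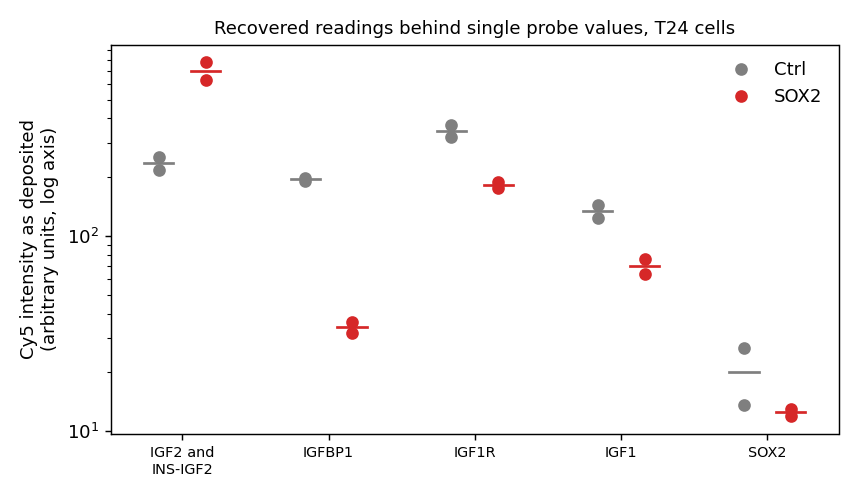
Cy5 intensity as deposited (arbitrary units, log axis) of single probes in T24 cells. Points are the 2 recovered readings of each value and horizontal lines the deposited values, in gray for the sample labelled Ctrl and red for the sample labelled SOX2. One probe per gene is shown, since both samples had readings for only 1 of 3 probes of *IGF2* and *INS-IGF2*, 1 of 2 of *IGF1R* and 1 of 2 of *IGF1*. In the probes shown, the readings of the samples lie apart for *IGF2* and *INS-IGF2*, *IGFBP1*, *IGF1R* and *IGF1* and are near the floor for *SOX2*, and the deposited *IGFBP1* values are 195 and 34.0.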

**Figure 4:**
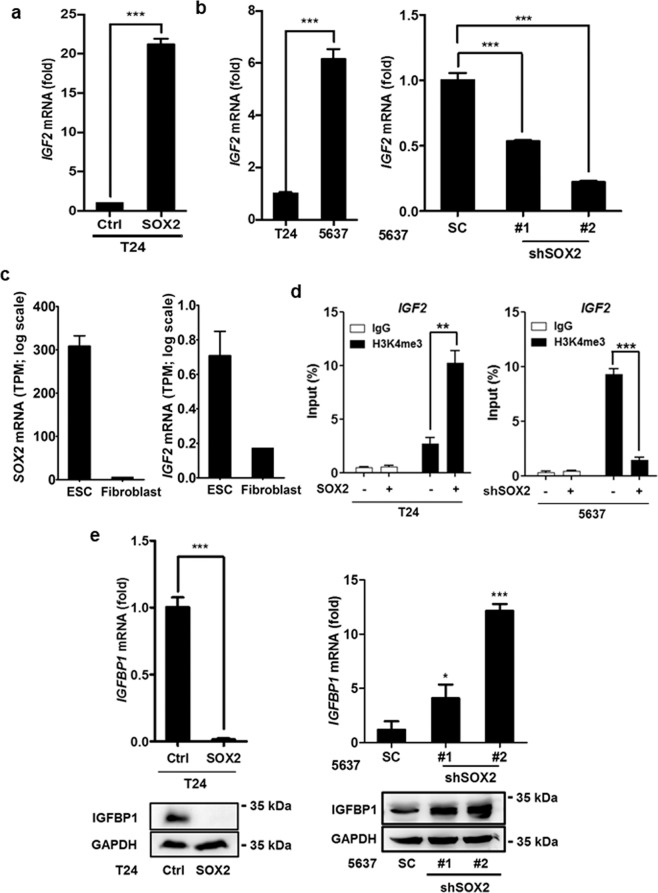
SOX2 induces IGF2/IGF1R signaling molecules in bladder cancer cells. (**a**) qPCR analysis to assess *IGF2* expression in T24 cells transduced with the lentiviral vector encoding *SOX2* cDNA (SOX2) or empty control vector (Ctrl). Results are the average of three replicates and expressed as the mean ± S.D. ***P < 0.001. (**b**) qPCR analysis to assess *IGF2* expression in T24 versus 5637 cells (left) and in 5637 cells transduced with shSOX2 versus scrambled control (SC) vector (right). The #1 and #2 indicate the two distinct shRNAs that target different regions within *SOX2*. ***P < 0.001. (**c**) RNA-seq analysis of *SOX2* and *IGF2* expression in ESC (HUES3) and differentiated fibroblast cells from GSE73211 database. (**d**) ChIP-qPCR analysis to assess H3K4me3 levels of *IGF2* region in SOX2-expressing T24 cell (left) and SOX2-silenced 5637 cells (right). **P < 0.01, ***P < 0.001. Primers targeting the H3K4me3 signal of *IGF2* were designed at chr11: 2,158,962–2,159,038. (**e**) qPCR and immunoblotting analysis of *IGFBP1* expression in SOX2-overexpressing T24 cells (left) and SOX2-silenced 5637 cells (right). Results are the average of three replicates and expressed as the mean ± S.D. *P < 0.05, ***P < 0.001.

### *IGF2/IGF1R* signaling is essential for SOX2-mediated bladder cancer cell survival

To understand whether *IGF2/IGF1R* signaling is responsible for high-*SOX2* expressing bladder cancer cell growth, we knocked down *IGF2* and *IGF1R* (Fig. 5a–d). Clonogenic assays showed that *IGF2* and *IGF1R* knockdown weakened the colony-forming capability of the high-SOX2 expressing 5637 cells (Fig. 5b,d). Immunoblotting assays revealed that AKT phosphorylation decreased on account of knockdown of *IGF2* or *IGF1R* in 5637 cells (Fig. 5a,c). Linsitinib, an IGF1R inhibitor, was used to block *IGF2/IGF1R* signaling-mediated AKT phosphorylation in *SOX2*-expressing bladder cancer cells. Immunoblotting assays revealed that linsitinib inhibited AKT phosphorylation in 5637 cells as well as in *SOX2*-expressing T24 cells (Fig. 5e and Supplementary Figure S3b). 3D colony-forming assays revealed that linsitinib reduced colony formation of *SOX2*-expressing T24 cells (Fig. 5f). This suggests that *IGF2* and *IGF1R* are crucial for SOX2-mediated growth and survival of bladder cancer cells.

**Figure 5:**
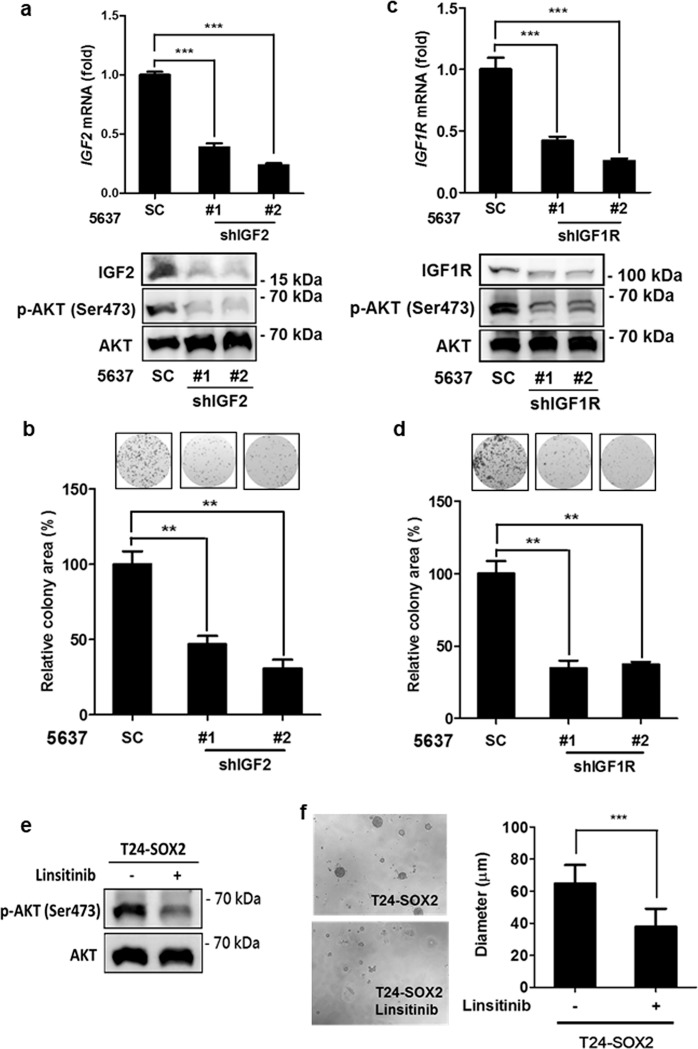
SOX2-induced *IGF2/IGF1R* signaling is essential for bladder cancer cells. (**a**) qPCR (upper) and immunoblotting (lower) analysis of 5637 cells transduced with the lentiviral vector encoding shRNA against *IGF2* (shIGF2) or scrambled control vector (SC). The #1 and #2 indicate the two distinct shRNAs that target different regions within *IGF2*. ***P < 0.001. (**b**) Clonogenic assay of 5637 cells transduced with shIGF2 or scrambled control vector (SC). Colonies were subjected to crystal violet staining (top) and quantified by ImageJ analysis. Results are the average of three replicates and expressed as the mean ± S.D. **P < 0.01. (**c**) qPCR (upper) and immunoblotting (lower) analysis of 5637 cells transduced with the lentiviral vector encoding shRNA against *IGF1R* (shIGF1R) or scrambled control vector (SC). The #1 and #2 indicate the two distinct shRNAs that target different regions within *IGF1R*. ***P < 0.001. (**d**) Clonogenic assay of 5637 cells transduced with shIGF1R or scrambled control vector (SC). Colonies were subjected to crystal violet staining (top) and quantified by ImageJ analysis. Results are the average of three replicates and expressed as the mean ± S.D. **P < 0.01. (**e**) Immunoblotting analysis to assess the expression of phosphorylated AKT at Ser473 and total AKT expression in *SOX2*-expressing T24 cells under low-serum (1% FBS) condition in the presence or absence of linsitinib (5 μM) for 48 hr. (**f**) 3D colony-forming analysis to assess linsitinib effect on colony formation of *SOX2*-expressing T24. The cells were grown under the low-attached condition in low-serum medium (1% FBS) in the presence or absence of linsitinib (5 μM) for 7 days. Photos (left) are representative images of the colony and colony sizes were quantified (right). Results are the average of three independent experiments and expressed as the mean ± SD. ***P < 0.001.

### *IGF1R* signaling serves as a prognostic biomarker for bladder cancer

Our present results confirmed that *SOX2* regulates *IGF2*/*IGF1R* signaling in bladder cancer cells. *SOX4*, another *SOX* family member, is reported to be amplified in bladder cancer^14,15^. We confirmed that *SOX4*, but not *SOX2*, was mainly amplified in primary bladder tumors (Supplementary Figure S6). To further examine the potential of *SOX2*, *SOX4*, and *IGF1R* signaling in bladder cancer prognosis, we correlated the expression of these molecules with recurrence-free survival in primary bladder tumors. Kaplan-Meier analysis showed that *SOX2*, but not *SOX4*, expression correlated with a poor recurrence-free survival in bladder cancer patients, and the patients harboring a *SOX2*-high/*SOX4*-low signature had a worse recurrence-free survival outcome than those with *SOX2*-low/*SOX4*-high signature (Fig. 6a–c). Moreover, *SOX4*, but not *SOX2*, correlates with a good overall survival, and patients harboring the *SOX4*-low/*SOX2*-high signature show a worse overall survival than those with the *SOX4*-high/*SOX2*-low signature (Supplementary Figure S7). Furthermore, *IGF1R* expression was also associated with a poor recurrence-free survival outcome (Fig. 6d). We observed that the patients harboring a *SOX2*-high/*IGF1R*-high signature had a worse recurrence-free survival outcome than those with *SOX2*-low/*IGF1R*-low signature (Fig. 6e). Both univariate and multivariate regression assays of IGF signaling molecules showed that *IGF1R* is the only independent predictor of poor recurrence-free survival (Table 1). These findings suggest that *IGF1R* can be a potential biomarker for predicting poor survival outcomes.

**Figure 6:**
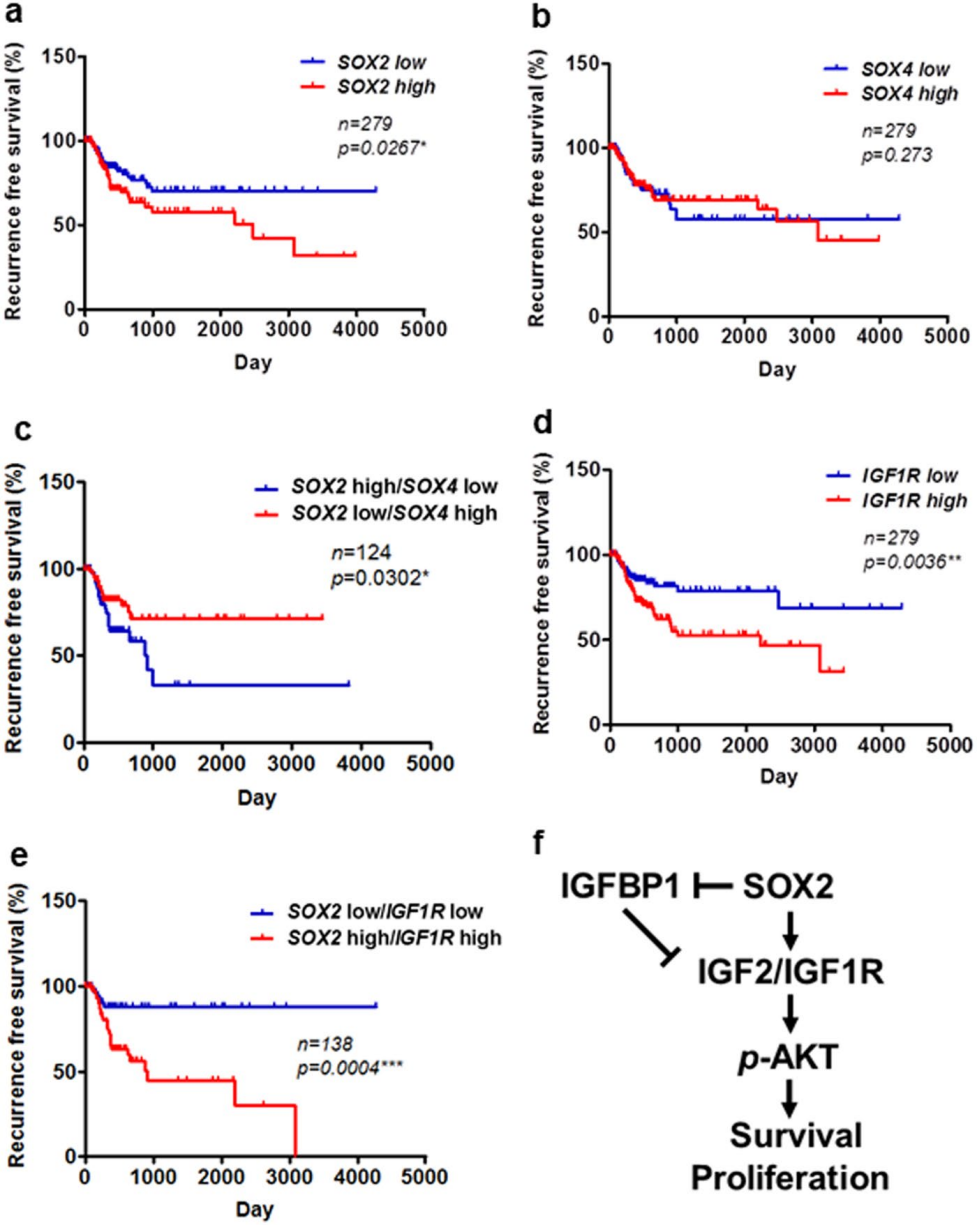
*SOX2* and *IGF1R* as prognostic factors in bladder cancer. (**a,b**) Kaplan–Meier analysis of *SOX2* (**a**) and *SOX4* (**b**) expression with recurrence-free survival in patients from TCGA_BLCA cohort. The significance was examined by log-rank test. *P < 0.05. (**c**) Kaplan–Meier analysis to assess the correlation of *SOX2-*high/*SOX4-*low and *SOX2-*low/*SOX4-*high signatures with recurrence-free survival in patients from TCGA_BLCA cohort. The significance was examined by log-rank test. *P < 0.05. (**d**) Kaplan–Meier analysis of *IGF1R* expression with recurrence-free survival in patients from TCGA_BLCA cohort. The significance was examined by log-rank test. **P < 0.01. (**e**) Kaplan–Meier analysis to assess the correlation of *SOX2-*high/*IGF1R-*high and *SOX2-*low/*IGF1R*-low signatures with recurrence-free survival in patients from TCGA_BLCA cohort. The significance was examined by log-rank test. ***P < 0.001. (**f**) The schematic model of SOX2-mediated oncogenesis of bladder cancer. SOX2 induces the expression of *IGF2* and *IGF1R*, but suppresses that of *IGFBP1*, thus promoting AKT phosphorylation, with increased proliferation and survival of bladder cancer cells.

**Table 1:** Univariate and multivariate analyses of IGF signaling factors on recurrence-free survival in bladder cancer patients from TCGA_BLCA cohort.

Variable			Univariate analysis		Multivariate analysis	
			Hazard ratio (95% CI)	P value	Hazard ratio (95% CI)	P value
*IGF1*	<	Mean	1	0.1807	1	0.1715
	≥	Mean	1.390 (0.858–2.250)		1.417 (0.860–2.336)	
*IGF2*	<	Mean	1	0.7112	1	0.4848
	≥	Mean	0.911 (0.557–1.490)		0.832 (0.497–1.393)	
*IGF1R*	<	Mean	1	0.0066**	1	0.0062**
	≥	Mean	2.093 (1.228–3.568)		2.136 (1.241–3.677)	
*IGFBP1*	<	Mean	1	0.5761	1	0.5313
	≥	Mean	1.151 (0.702–1.888)		1.188 (0.693–2.037)	
*IGFBP3*	<	Mean	1	0.6081	1	0.7504
	≥	Mean	0.881 (0.543–1.430)		0.915 (0.531–1.578)	
*IGF2BP3*	<	Mean	1	0.8349	1	0.5824
	≥	Mean	1.053 (0.650–1.705)		0.867 (0.522–1.441)	

## Discussion

Although signaling elicited by the stem cell factors SOX2, OCT4, KLF4, and MYC has been associated with cancer progression in several tumors, it has remained unclear how these signaling molecules mediate bladder cancer progression. We found that *SOX2*, but not *OCT4*, *KLF4*, or *MYC* expression, correlates with poor prognosis and histologic differentiation in bladder cancer. Moreover, we found that *SOX2* promotes bladder cancer cell survival by inducing the *IGF2/IGF1R* pathway, thereby activating AKT survival signaling. Pharmacological inhibition of IGF1R or AKT inhibits bladder cancer cell survival. Our findings provide insights on SOX2-mediated oncogenesis in bladder cancer and highlight putative therapeutic targets.

Because the introduction of *SOX2*, *OCT4*, *MYC*, and *KLF4* is sufficient to reprogram differentiated cells into iPSC with ESC properties, the combined expression of these factors has been hypothesized to initiate tumors and promote cancer progression^37–40^. On the one hand, tumors harboring ESC-like gene expression signature with active targets of *SOX2, OCT4, and MYC* were associated with poor pathological differentiation and poor prognosis in brain, breast, and bladder cancer patients^6^. On the other hand, tumor malignancy has been attributed only to *MYC* and not to other ESC factors^41^. Here, we observed that only *SOX2* expression correlates with poor recurrence-free survival of bladder cancer patients. Moreover, we found that *SOX2* expression is associated with poor pathological differentiation, emphasizing its involvement in bladder cancer malignancy. This is in accordance with the results of Ruan *et al*., who reported that SOX2 and Ki67 expression in T1 early stage, non-muscle, invasive bladder tumors correlate with poor recurrence-free survival^18^. Currently, SOX2 is thought to be a cancer stem cell marker in relation to bladder tumors and Sox2 knockout within primary invasive bladder cancer caused enhanced tumor regression^42^. *SOX4*, another *SOX* family member, is overexpressed in bladder tumors harboring the genomic 6p22 amplification^15,43,44^. Here, we observed that *SOX4* is mainly amplified in primary bladder tumors, whereas only *SOX2* expression is associated with poor recurrence-free survival in patients with bladder cancer. *SOX2* expression did not affect *SOX4* levels in T24 cells (Supplementary Figure S8). Together, these data suggest that *SOX4* and *SOX2* play distinct roles in tumor initiation and progression.

The molecular mechanism linking *SOX2* expression to poor prognosis in bladder cancer has not been well understood. We found that *SOX2* expression not only promotes cell proliferation but also enhances cell survival under low-serum stress. We discovered that, under low-serum stress, *SOX2* expression induces AKT phosphorylation and sustains bladder cancer cells’ spheroid-forming capability. In many cancers, AKT phosphorylation promotes cell survival by inducing drug resistance and desensitizing radiation therapy. We observed that pharmacological inhibition of AKT phosphorylation attenuates bladder cancer cells’ *SOX2*-mediated survival and spheroid-forming capability. Furthermore, we identified IGF2 and IGF1R as AKT upstream molecules which induce AKT phosphorylation in *SOX2*-positive bladder cancer cells. *IGF2* expression boosts cancer cell survival and tumor progression in colon cancer^45,46^. To search for *SOX2*-binding targets in colon cancer cells, Fang *et al*. performed ChIP-seq analysis and identified *IGF1R* as one of direct binding targets of *SOX2*^47^. We observed that *SOX2* expression in T24 cells increased *IGF1R* expression, whereas *SOX2* knockdown in 5637 cells did not affect *IGF1R* expression (Supplementary Figure S9). In contrast, *SOX2* expression increased *IGF2* expression, and *SOX2* knockdown decreased *IGF2* level, supporting *IGF2* as a potential downstream target of SOX2. Our ChIP-qPCR analysis did not show *SOX2* binding to the *IGF2* locus (data not shown). In addition to directly binding to target genes, *SOX2* regulates gene expression via histone modifications during stem cell differentiation and lung cancer cell plasticity^16,48^. ChIP-qPCR analysis showed that the signal of H3K4me3, a predominant mark of active promoters, increased upon *SOX2* expression in bladder cancer cells. Knockdown of *IGF2* and *IGF1R* attenuated the growth of bladder cancer cells. All these data verify *SOX2* promotes bladder cancer cell growth and survival by inducing *IGF2/IGF1R* signaling.

Currently, limited targeted therapies are available for treating this aggressive disease. Since our evidence suggests that *SOX2* activates AKT survival signaling and promotes spheroid-forming ability by inducing *IGF2/IGF1R* in bladder cancer cells, IGF2 and IGF1R may be potential therapeutic targets for treating bladder cancer. IGF2 expression promotes aggressiveness in lethal prostate cancer and has been proposed to be a druggable target^31^. Indeed, we found that pharmacological inhibition of IGF2/IGF1R signaling with linsitinib decreased AKT phosphorylation and attenuated bladder cancer cells’ *SOX2*-mediated colony-forming ability. These findings highlight IGF2/IGF1R’s potential as therapeutic targets to treat bladder cancer. Moreover, we observed that *IGF1R* expression correlates with poor recurrence-free survival in bladder cancer patients. The tumors harboring high-*SOX2*/high-*IGF1R* signature are associated with the worst survival outcome in bladder cancer patients. These data suggest *IGF1R* may serve as a novel biomarker for monitoring bladder cancer progression.

The limitation of this study is that we mainly used T24 and 5637 cells, which represent muscle invasive bladder cancer cell lines maintained in different media, to dissect the potential oncogenic role of SOX2 in bladder cancer. Thus, these data may not be sufficient to represent all bladder cancer. Through gene expression analysis, 5637 cells have been classified into basal subtype bladder cancer, which displays cancer stem cell markers and is associated with poor prognosis^49–51^. SOX2 has been characterized as s a marker for stem-like tumor cells in bladder cancer^42^. Hence, our findings that SOX2 activates IGF2/IGF1R signaling and predicts poor prognosis further link IGF2/IGF1R signaling to SOX2 mediated aggressiveness in bladder cancer.

In conclusion, we demonstrated that *SOX2* stimulated *IGF2* expression to activate AKT signaling, enhancing the survival and spheroid-forming capability of bladder cancer cells. Moreover, we observed *SOX2* and *IGF1R* levels are significantly correlated with poor prognosis in bladder cancer patients. The fact that *SOX2–IGF2/IGF1R* signaling axis confers aggressiveness in bladder cancer suggests that *IGF2/IGF1R* may serve as therapeutic targets in treating bladder cancer.

## Materials and Methods

### Chemicals and reagents

Linsitinib (OSI-906) was purchased from Cayman Chem (Ann Arbor, MI, USA). MK2206 was ordered from LC Laboratories (Woburn, MA, USA).

### Cell culture

T24 and 5637 cell lines were obtained in 2017 from BCRC (Bioresource Collection and Research Center, Taiwan). T24 and 5637 cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) and RPMI-1640, respectively, supplemented with 10% fetal bovine serum (FBS).

### RNA extraction and qPCR

Total RNA was extracted from cells using REzol reagent (Protech Technology Enterprise CO., Ltd., Taiwan) according to the manufacturer’s protocol. Quantitative real-time PCR (qPCR) was conducted with the StepOneTM Real-Time PCR system (Applied Biosystems; ABI, USA)^52^. Amplification of specific genes was detected using the UPL universal probe system (Roche Life Science, USA) or specific synthesized probes (Integrated Device Technology; IDT, USA). The data were normalized to the housekeeping gene 18 S rRNA. For the detailed RT-primer and probe sequences, see Supplementary Table S2.

### Plasmids

SOX2 expressing vector was prepared as described previously^11^. pLKO.1-shSOX2 #1 (TRCN0000003252), pLKO.1-shSOX2 #2 (TRCN0000010772), pLKO.1-shIGF2 #1 (TRCN0000062430), pLKO.1-shIGF2 #2 (TRCN0000062432), pLKO.1-shIGF1R #1 (TRCN0000121193) and pLKO.1-shIGF1R #2 (TRCN0000121301) were obtained from the National RNAi Core Facility, Academia Sinica (Taipei, Taiwan). pLKO.1-Scrambled shRNA was obtained from Addgene. Lentiviral production and infection were performed using the previously described method^53^.

### Trypan blue cell exclusion assay

Cells (10^5^ cells/well) were seeded in 24-well plates and incubated in triplicate tests. In indicated times, cells were trypsinized and then counted using Trypan Blue staining in low magnification under the microscope.

### Cell-cycle analysis by flow cytometry

Cells were plated at a density such that they would be 50% confluent on the day of analysis. Cells were trypsinized and fixed in cold 70% ethanol for 10 min and then stained with propidium iodide solution (1 mM) at room temperature for 30 min. The stained cells were analyzed using BD Accuri C6 flow cytometer with excitation at 488 nm and emission at 617 nm.

### AlamarBlue cell proliferation assay

To perform the cell proliferation assay, cells were seeded at 5 × 10^2^ cells per well in 96-well plate. The cell growth at indicated time interval was monitored using alamarBlue (Thermo Scientific) according to manufacturer’s instructions. Cell titers were calculated by measuring the absorbance at 585 nm by VICTOR2 D fluorometer (PerkinElmer).

### Clonogenic assay

Cells were plated in 24-well plates with a density of 100 cells/well. Cells were incubated for 2 weeks, and the surviving colonies were fixed and stained with crystal violet. Colonies were quantified by ImageJ software.

### Spheroid assay

24-well cell culture plates were coated with 0.7% agarose, and 1 × 10^5^ cells/well were seeded. The seeded cells were then placed on an orbital shaker with shaking at 60 rpm for 7 days to form one spheroid/well. Spheroids were then subjected to low serum (1% FBS) treatment for the indicated time periods. Spheroid volumes were calculated by using the formula V = (4/3)*pi*r^3^, where the radius r was measured by the microscope.

### 3D Colony-forming assay

60-mm plastic tissue-culture petri plates were coated with 0.7% agarose, and 200 cells/plate were seeded. The seeded cells were then placed into the incubator and incubated for 7 days to form unattached floating spheroid colonies. The floating spheroid colonies were then subjected to the indicated treatment for another 7 days. The volumes of spheroid colonies were calculated by using the formula V = (4/3)*pi*r^3^, where the radius r was measured by the microscope.

### Immunoblotting

Cells were harvested in RIPA lysis buffer supplemented with a protease inhibitor cocktail, followed by immunoblotting with SOX2 antibody (1:1000 dilution, GTX101506, GeneTex), p-AKT (Ser473, 1:1000 dilution, GTX28932, GeneTex), AKT (1:1000 dilution, #1085-1, EPITOMICS), IGF2 (1:1000 dilution, GTX129110, GeneTex), IGF1R (1:1000 dilution, GTX50433, GeneTex), IGFBP1 (1:1000 dilution, GTX129006, GeneTex), and GAPDH (1:10,000 dilution, GTX100118, GeneTex).

### Immunohistochemistry (IHC) staining

IHC was conducted as previously described^16^. The primary SOX2 antibody used in the IHC was SOX2 antibody (1:400 dilution, PM056, MBL). The immunoreactivity pattern and histologic appearance of the tissue array (BLC661, US BIOMAX) were examined and scored by the pathologist (Supplementary Table S3). The Allred scoring system was used to give the staining scores for the expression of SOX2 based on the sum of the percentage of cells that were stained by IHC (on a scale of 0–5) and the intensity of the staining (on a scale of 0–3). The final score was determined by the sum of the intensity scores and the positivity scores of stained cells.

### ChIP-qPCR

ChIP-qPCR was performed using the protocol as previously described^16^, with the antibodies against H3K4me3 (GTX128954, GeneTex) or control IgG (GTX35035, GeneTex). For the detailed RT-primer and probe sequences used in ChIP-qPCR, see Supplementary Table S2.

### Public domain data analysis

Public gene expression profiling datasets of bladder cancer patients were accessed from TCGA_BLCA database via UCSC cancer browser, and GSE32894 and GSE73211 via GEO browser. The means of *SOX2*, *SOX4*, *KLF4*, *MYC*, *OCT4*, and *IGF1*R expression were used as cut-off points for statistics analysis. The ChIP-seq results of H3K4me3 epigenetic regulation in embryonic stem cells and fibroblasts were collected from ENCODE (https://www.encodeproject.org/). The genetic alteration rates of *SOX2* and *SOX4* in bladder cancer were analyzed from cBioPortal (http://www.cbioportal.org/). For the used public domain databases, see Supplementary Table S4.

### Statistical analysis

The attribution of different gene expression and clinical associated variables in death risks of bladder cancer were calculated using the Cox’s proportional hazards regression analysis and demonstrated in forest plot or tables. Recurrence-free survival and overall survival curves of bladder cancer patients were analyzed by the Kaplan-Meier plots and compared the difference between groups by the log-rank test. All statistics analysis was presented using SAS software, version 9.4. Significance difference was set in which P value was less than 0.05.

## Supplementary information

Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

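Gene expression was measured in T24 bladder cancer cells transduced with a control vector (Ctrl) or a *SOX2* vector (SOX2), with 1 sample per condition on 1-colour Cy5 arrays. The labels of the samples give the vector, and the *SOX2* probe, which read 20.2 and 12.5, does not check them. The methods of the paper give a medium with fetal bovine serum for T24 cells, and the sources used here do not state the serum condition of the profiled cells separately. Total RNA was amplified with an amino allyl kit and labelled with Cy5. The authors deposited 1 linear intensity per probe and sample, and the scanner, the background correction and any scaling are not given in the sources used here. A few intensities lie below 0, so that a background appears to have been subtracted. The medians of the samples, 225 and 168, differ, so that the deposited intensities had not been brought to a common median. All columns of the table were used.

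The probes were named through the platform annotation, whose symbols can be old. Of its 18365 symbols on probes with 1 symbol, 16811 were current in the RefSeq annotation of GRCh38.p14, 1497 were updated through synonyms and 57 were kept as they were. No coordinate was taken from it. Probes with several symbols were left out of gene counts and groups, and the probes of *IGF2* and *INS-IGF2* were reported as such. Intensities were analysed as log2(intensity + 1) with values below 0 set to 0, and the probes of a gene were averaged on this scale. A gene was counted when its level reached the 50th percentile of all probes in the sample where it was higher, and a 2-fold difference was a log2 difference of at least 1 either way. Before the data were examined, the deposited values without centring were set as the main setting, and centring, quantile normalization and loess (span 0.3) as alternatives. Because the median log2 intensities of all probes in the samples differed by -0.42, SOX2 minus Ctrl, the changes in the text are relative to this shift unless it says as deposited. The numbers of genes at least 2-fold higher or lower, overall and by group, are given both ways. Across all probes, the log2 intensities of the samples had a Pearson correlation of 0.985, where probes are not independent replicates.

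The genes named in the text follow a rule set before the data were examined. They are the 12 largest increases and the 12 largest decreases above the level limit whose probes moved the same way as deposited, the genes named by the paper, and up to 4 members of each gene group with the largest differences. Other members of a group were named after their values were seen where a count was small. The 36 gene groups were also fixed before the data were examined. The median of each group with at least 5 members above the level limit was set against 10000 random lists of the same size, matched on mean level in 10 bins. With 1 sample per condition no test across samples was made.

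The recovery of readings was devised after the data were examined. Each deposited value was written as the mean of 2 readings, each a whole number multiplied by its own factor, which is common to all probes of the sample, within the rounding of single-precision numbers. Below an intensity of 1000 the solution was unique for 23652 of 23676 values in the Ctrl sample and for 24901 of 24929 values in the SOX2 sample. What the readings are, such as repeated spots or repeated arrays, is not given in the sources used here. They were used for a technical spread and for spots that disagree, and never as replicates. Precision is limited by the number of arrays.

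The procedures were tested on simulated data. In simulated values, 99.9% of those under the same limit had 1 solution and all solved values gave the right readings. Of 100 genes with a true log2 change of 1, 54.0% reached 2-fold, as did 100.0% of 97 genes with a true change of 2 and 0.01% of 9962 unchanged genes. The simulated noise had a smaller SD than the log2 differences of all probes in the data. That SD (from the median absolute deviation) was 0.433 at intensities of 100 to 200 and 0.477 at 500 to 1000. These shares therefore do not give the rate of unchanged genes among those counted in the data. Of 100 random unchanged lists, 7.0% lay in the lowest or highest 2.5%. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.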

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

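The exchange of the sample labels was tested only after the result was seen, and the cytokine and interferon pattern was noticed among the largest differences before its tests were chosen. The tests with 1 reading per sample, with certain gene families each counted once and with draws from the scatter of readings, and the confidence intervals, were added after the data had been examined. The gene groups are given here because they hold genes outside those the paper discusses, apart from *IGFBP3*, and the *SOX2* probe because it bears on the labels. Each result compares 1 sample with 1 sample.

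NF-kB targets and cytokines lay at percentile 100.0 of matched random lists in the sample labelled SOX2 and interferon-stimulated genes at percentile 0.0. The random lists were matched on level, so the percentiles already argue against an intensity-dependent trend shared by genes of like level. Removal of a trend by loess left the groups at percentiles 100.0 and 0.0, but it could hardly move them among lists matched on level. Counting the IFIT, OAS, CXCL, IFITM and MX families as 1 member each gave percentiles 99.98 and 1.73. These families alone therefore do not carry the pattern. Other families, such as CCL, were not merged, and without probe sequences shared hybridisation was not tested directly. For members with readings the tables also argue against scatter between the readings, since of 10000 draws from that scatter alone 0 gave a cytokine median as far from 0 as the 0.52 of 6 members and 9 an interferon median as far as the -0.19 of 13 members, where the bound first set was no draw, and with 1 reading per sample the interferon group lay at percentiles 1.48 and 0.995. Scatter stays open for the 15 of 21 and 16 of 27 members without readings. The 13 interferon members with readings and these 16 do not add up to 27, so the 13 are not simply the rest of the group. The interferon draws and the percentiles 1.48 and 0.995 hold for the 13 and not for the group of 27. With 1 reading per sample the cytokine group lay at percentiles 99.59 and 95.87, the lower short of its bound. The order of readings in all of the 5 probes of 2-fold members with readings (100.0%, exact 95% CI from 47.8%) follows in part from their choice by difference. A response to *SOX2* is one hypothesis, and a difference between the 2 cultures in density, passage or transduction is another, and 1 sample per condition leaves them untested.

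Of all probes, 28 differed at least 8-fold between the samples relative to the shift. Whether the higher values are readings near the floor stays open, since 19 of the 28 (67.9%, exact 95% CI 47.6 to 84.1%) had a higher value below the median of its sample, against 47.6% of all probes. This test did not use the lower value, which was near or below 0 for many, such as *AOX2P* (0.027), *MEGF10* (0.502) and *SCTR* (-3.03). The size of such a ratio depends on a value near the floor. The lower value was clear of the floor only for *RELN* (76.0), *RPL3L* (317), *RCAN2* (53.5) and a *PTHLH* probe (211). In all the other probes it was at most 16.5, the value of a *KCP* probe. A defective spot stays open: of 24 probes with readings, 9 (37.5%) had readings of the higher value at least 4-fold apart, between the bounds set in advance, against 0.254% of Ctrl values and 0.073% of SOX2 values between 100 and 1000. Some of the 9, such as *ADCY4* (45.3) and *MEGF10* (29.8), lay below 100, where readings scatter more (0.445% of Ctrl values at 25 to 50). Choosing probes by an extreme difference also favours those with 1 outlying reading. The differences of *SH2D3A* and *IFNA4* and of the probe shared by *NEDD8-MDP1* and *MDP1* (readings of 1548 and 4.02 in the SOX2 sample) each rest on 1 reading, whereas for *RCAN2* and *DET1* both readings of the SOX2 sample lie far above both of the Ctrl sample, and for *KRT17* (168 and 182 against 16.9 and 13.1) those of the Ctrl sample above those of the SOX2 sample.

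The probe of *SOX2* read 20.2 in the sample labelled Ctrl and 12.5 in the sample labelled SOX2, although the cells had been transduced with *SOX2*. An exchange of the labels alone does not explain this, since either label leaves the probe low, at percentile 8.27 in the higher sample. Whether the labels are right stays unchecked. The log2 differences of 2.02 for *IGF2* and *INS-IGF2* and -2.07 for *IGFBP1* run as the paper's qPCR does, whereas *IGF1R* (-0.41), which the paper reports as raised, does not. *SOX4* (1.11), which the paper reports as unaffected, departs from it under either label and so does not bear on the labels. A probe outside the transduced coding sequence is not decided, since no probe sequence was used here and the intensity of 12.5 alone does not place it. No biological explanation was tested.

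Among the other groups, all counted above the level limit, ETS and MAPK feedback genes lay at percentile 99.99 and cholesterol and fatty acid synthesis at percentile 99.86. The stem-like tumor cell markers lay at percentile 97.65, with *ALDH1A3* 2.19-fold higher among 7 genes (as deposited 0 differed by 2-fold). Genes of S phase and replication lay at percentile 1.3, with *E2F1* and *MCM7* 1.87-fold and 1.83-fold lower, and of its 26 genes 0 differed by 2-fold relative to the shift and 5 were at least 2-fold lower as deposited (*E2F1*, *MCM7*, *MCM2*, *GINS2* and *CDT1*). YAP and TEAD targets lay at percentile 1.94, with 1 of 17, *IGFBP3*, at least 2-fold lower and as deposited 4, with *WWC1*, *LATS2* and *PTPN14*, whose SOX2 value of 481 rests on readings of 850 and 111. The neural progenitor genes lay at percentile 0.66, from 5 genes, of which 0 differed by 2-fold relative to the shift and 2, *ZIC2* and *OLIG2*, were at least 2-fold lower as deposited.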

How the results depend on the processing

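The log2 difference of *IGF2* and *INS-IGF2*, 1.60 as deposited, was 2.02 with median centring, 2.00 with quantile normalization and 2.00 with loess, and higher in the sample labelled SOX2 under each alternative. The numbers of genes at least 2-fold higher and lower, 28 and 801, were 148 and 103 with median centring, 137 and 110 with quantile normalization, 140 and 110 with loess, 58 and 1484 without the level limit, 16 and 416 with a limit at the 75th percentile, and 8 and 76 at a log2 difference of 1.5. With centring and only genes whose readings were recovered and in order, an alternative chosen after seeing the data, they were 58 and 35, over fewer genes. With a log offset of 16 or the highest-level probe of each gene they stayed within 1.5 times. The groups of interferon-stimulated, NF-kB and cytokine, ETS and MAPK feedback, cholesterol and S phase genes stayed in the lowest or highest 2.5% of random lists with centring, quantile normalization, loess, the other level limits, the offset of 16, the highest-level probe and unmatched lists, but with 1 reading per sample the cytokine group lay at 95.87 in the lower case (6 members). Centring moves all genes alike and loess moves genes of like level alike, so neither could move these percentiles by much. YAP and TEAD targets, at percentile 1.94, lay at 3.69 with quantile normalization, 3.36 with loess, 77.51 with the 75th percentile limit (on the other side of the middle), 3.1 with the offset of 16 and 3.37 against unmatched lists. Stem-like tumor cell markers lay at 97.23 with quantile normalization, 93.3 without the level limit and 95.27 with the 75th percentile limit. The neural progenitor genes lay at 40.2 without the level limit and had too few members for the 75th percentile limit. Groups that moved into the lowest or highest 2.5% were basal and squamous markers (0.18), endothelial markers (0.67) and imprinted genes (97.82) without the level limit, the NOTCH group (98.63) with the highest-level probe, and H3K4 methylation enzymes with quantile normalization (2.37) and loess (2.28). The limits change which genes are counted, and for the other settings the cause was not tested. With median centring and loess all 169 genes run one by one moved by more than the technical SD, and 167 did with quantile normalization. None that differed by 2-fold as deposited changed sign. These 3 settings moved values by about the shift of all probes, less than 2-fold, so they could hardly reverse such genes. Genes with smaller differences did change sign, such as *MYC*, at -0.235 as deposited and 0.184 with median centring. The other called genes were run only in the counts. No paired analysis was possible because each condition has 1 sample, and for the same reason no replicate was left out in turn. Low intensity limits what can be read, since the technical SD of a log2 difference was 0.26 at intensities of 25 to 50 and 0.16 at 500 to 1000.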

Differences from the paper's values

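The paper's *IGF2* level in SOX2-expressing T24 cells relative to control cells is about 21 in Fig. 4a, read by eye, by qPCR, and the array value is 3.04-fold as deposited, from probes shared with *INS-IGF2*. Under the alternatives set before the data were examined it ranged from 2.99 (offset of 16) to 4.06 (median centring), and under each of them it differed from the paper's value. The paper's *IGFBP1* level is about 0.02 in Fig. 4e, read by eye, by qPCR, and the array value is 0.179 of the Ctrl sample as deposited. It ranged from 0.179 to 0.242 (loess), and it differed under each alternative. The *IGFBP1* value of 34.0 in the SOX2 sample lay at percentile 19.0 of its probes, where the 5th percentile was 10.5. Low intensity therefore limits how small a ratio the array could show. Both ratios ran the same way as the paper's. The array values have no replicate SD.

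The paper states that *SOX2* expression raised *IGF1R* in T24 cells. On the arrays *IGF1R* was lower in the sample labelled SOX2 on both probes, with a mean log2 difference of -0.83 as deposited and -0.41 relative to the shift. A difference of this size was common between the samples, since *IGF1R* ranked 1654 from the lowest of 10192 genes. The paper states that *SOX2* expression left *SOX4* unaffected in T24 cells. The single probe of *SOX4* read 2678 in the Ctrl sample and 4325 in the SOX2 sample, a log2 difference of 0.69 as deposited and 1.11 relative to the shift. The paper reports ectopic *SOX2* mRNA and protein in the transduced T24 cells, and the array probe of *SOX2* read 12.5 in the SOX2 sample against 20.2 in the Ctrl sample. The paper's figures for *IGF2*, *IGFBP1* and *SOX2* are from qPCR and immunoblotting and not from the arrays. For *IGF1R* and *SOX4* its text does not say whether mRNA or protein was measured.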

Other observations

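Inhibitors of the G1 phase and TGF-beta targets held further genes that were higher in the sample labelled SOX2, relative to the shift of all probes. Counts are of genes above the level limit, and folds are relative to the shift. The CDK inhibitor genes *CDKN1B* and *CDKN2B* were 2.14-fold and 2.08-fold higher, while the other 12 of 14 cyclins and CDK inhibitors of G1 were within 2-fold (median at percentile 42.4 of matched random lists). As deposited 0 of the 14 were 2-fold higher and 2, *CCND3* and *CDK4*, were 2-fold lower. Of 16 TGF-beta targets, 4 were at least 2-fold higher, namely *LTBP2* (2.36-fold), *PMEPA1* (2.36-fold), *SMAD6* (2.32-fold) and *TGFBI*, and 1, the pseudoreceptor gene *BAMBI*, was 2.27-fold lower (percentile 96.3). As deposited 0 of the 16 were 2-fold higher, with log2 differences of 0.82 for *LTBP2*, 0.82 for *PMEPA1*, 0.80 for *SMAD6* and 0.71 for *TGFBI*, and 2, *BAMBI* and *FST*, were 2-fold lower. Of 14 cell death genes, *BMF* was 2.33-fold higher (percentile 72.4), and of 13 antigen presentation genes *HLA-F* and *HLA-DMA* were 2.04-fold and 2.03-fold higher (percentile 65.5). In the stress response group of 19 genes, *ATF3* was 2.29-fold higher and *DDIT3* and *PPP1R15A* were 2.19-fold and 2.01-fold lower (percentile 89.8). As deposited 0 genes of these 3 groups were 2-fold higher, and 1 cell death gene (*DIABLO*), 0 antigen presentation genes and 3 stress response genes (*DDIT3*, *PPP1R15A* and *CHAC1*) were 2-fold lower.

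Of 23 hypoxia and glycolysis genes, *ANGPTL4* and *ADM* were 2.33-fold and 2.12-fold lower (percentile 52.9). *KLF2* was 2.63-fold lower among 7 pluripotency and ESC factors (percentile 83.2), *VEGFC* 2.23-fold lower among 22 receptor tyrosine kinases and ligands (percentile 55.3), *WNT5B* 2.20-fold lower among 12 WNT genes (percentile 18.6) and *AKR1C1* was the 1 of 12 antioxidant genes that was 2-fold lower (percentile 7.54). Of the stem cell factors named by the paper, *KLF4* read 115 and 44.0 in the Ctrl and SOX2 samples, under the level limit. *MYC* and *POU5F1* had log2 differences of 0.18 and 0.20 relative to the shift and -0.23 and -0.22 as deposited. *SOX4* was the 1 of 6 SOX family genes that was 2-fold higher (percentile 44.1). As deposited 0 genes of the groups in this paragraph were 2-fold higher, and 2-fold lower were 7 hypoxia and glycolysis genes, 1 pluripotency factor (*KLF2*), 3 receptor tyrosine kinases and ligands (*VEGFC*, *EGFR* and *FGF1*), 2 WNT genes (*WNT5B* and *TNFRSF19*), 2 antioxidant genes (*AKR1C1* and *TXN*) and 1 SOX family gene (*SOX10*).

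In the groups that follow, no gene above the level limit differed by 2-fold relative to the shift. As deposited 0 of their genes were 2-fold higher, and 2-fold lower were 2 basal and squamous markers (*EGFR* and *KRT16*), 1 luminal marker (*KRT19*), 1 epithelial junction gene (*RAB25*), 2 mesenchymal genes (*S100A4* and *SNAI1*), 2 p53 targets (*GDF15* and *PHLDA3*), 2 genes of G2 and mitosis (*PLK1* and *FOXM1*), 2 H3K4 methylation enzymes (*HCFC1* and *WDR5*), 1 metallothionein (*MT3*), 1 ribosomal protein gene (*RPL35*), 2 leukocyte markers (*GNLY* and *NKG7*), 1 endothelial marker (*EGFL7*) and 1 reference gene (*GAPDH*). The 11 basal and squamous urothelial markers lay at percentile 3.39, with *EGFR* 1.99-fold lower on 3 probes, and at percentile 0.18 without the level limit. The basal keratin gene *KRT17*, named after its values were seen, read 175 in the Ctrl sample and 15.0 in the SOX2 sample, under the limit, and the lower value is near the floor, so no fold is given. The 16 luminal markers lay at percentile 10.2, with *FOXA1* 1.85-fold higher and *KRT19* 1.55-fold lower. The 12 epithelial junction genes lay at percentile 14.0, the 20 mesenchymal genes at percentile 93.9, the 8 NOTCH genes at percentile 81.2, the 17 p53 targets at percentile 27.5 and the 7 survival genes of the BCL2 and IAP families at percentile 69.5. The 27 genes of G2 and mitosis lay at percentile 38.0, and *MKI67* had a log2 difference of 0.00. The 14 H3K4 methylation enzymes lay at percentile 3.38, with *HCFC1* 1.96-fold and *WDR5* 1.66-fold lower. The 8 imprinted genes, without *IGF2*, lay at percentile 51.5, the 5 metallothioneins at percentile 26.7 and the 26 ribosomal proteins at percentile 70.6. Markers of other cells, 7 of leukocytes and 5 of endothelium, lay at percentiles 5.42 and 8.29. The 11 reference genes lay at percentile 49.5, and *GAPDH* was 1.81-fold lower.

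The readings behind the Ctrl values were at least 2-fold apart more often than those behind the SOX2 values. Between intensities of 100 and 1000, the readings differed at least 2-fold for 503 of 13008 Ctrl values (3.87%) and for 14 of 12282 SOX2 values (0.114%). The typical spread between readings (SD of log2 from the median absolute deviation) ran the other way at 500 to 1000, with 0.22 in the Ctrl sample and 0.23 in the SOX2 sample.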
